A study of Arabidopsis thaliana with 123 samples.

How the data were processed

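RNA was measured in 123 sequencing libraries from developing and dry Arabidopsis seeds. Per the labels' protocols, plants grew on Rockwool at 20 °C by day and 18 °C by night under 16 h of light, flowers were tagged before anthesis, and seeds were dissected from the siliques at set days after pollination (DAP). RNA was extracted with hot borate and treated with DNase, messenger RNA was captured by its poly(A) tail, and strand-specific libraries were primed with random hexamers, per the labels' protocols. The labels name 2 experimental rounds, here called batch A (31 libraries) and batch B (92 libraries).

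The authors deposited 1 table of raw counts with 37336 genes and 123 samples. Its values were checked to be whole numbers without scaling, so the unit was taken as counts per gene and library. The aligner, the counting program, the genome build and the annotation are not stated in the labels. Gene symbols came from the RefSeq annotation of the TAIR10.1 assembly, in which 37051 of the identifiers were found, holding 99.8% of all counts. No coordinates are printed, since the build behind the counts is not recorded. All 123 sample columns were used. The table held an excess of odd over even counts among values between 4 and 13 (146904 against 124238, a ratio of 1.18), whose source is not recorded. The excess went on above this range. For example, 14205 cells held the value 21 against 10558 with 20, and 10460 held 31 against 8607 with 30. Pairs of libraries from the same group were compared for shared sequencing: over the 117 pairs, the chi-squared statistic per degree of freedom between count profiles ranged from 2.98 to 71.2 (median 10; genes with a summed count of at least 20), so no pair differed by counting error alone or less.

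Totals per library ranged from 2577281 to 20277489 counts (median 11678153). Groups were the combinations of genotype, stage and batch in the labels: 37 groups of 3 libraries and 6 groups of 2. The labels mention replicate pools, and more biological replicates than any group holds. Whether libraries are pools or some were left out is not settled, so n counts libraries. Replicate numbers were not used as pairs. A group with all libraries at or under 3 counts was treated as being at the floor, and a fold change against it is given as a bound computed from 3 counts per library. Counting error and floors do not cover molecules read more than once, since the data hold no molecular identifiers.

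Each batch was fitted alone with edgeR 4.0.16 in R 4.3.3. Genes passed filterByExpr by group with its minimum count of 10 (20414 genes in batch A, 20912 in batch B, 17634 in the wild type of both), factors came from trimmed mean of M values (TMM), and a generalised linear model with 1 coefficient per group was tested with edgeR's quasi-likelihood test, two-sided. Adjusted p-values are Benjamini-Hochberg over the genes of a comparison, and a gene is called at an adjusted p under 0.05. Expression is given as CPM, the counts scaled to a common library total with TMM factors, as mean ± SD over the libraries of a group. Log2 fold changes carry the SE of the fitted coefficient. Log2 CPM values, used to place libraries and to correlate genes, had a prior count of 2. The common dispersion was 0.0111 in batch A and 0.0168 in batch B. Effects that differ by stage, and interactions of 2 or 3 mutations at the dry stage, were tested as contrasts of the same fit. Wild-type libraries of both batches were also fitted together to test the batch and the stage by batch term.

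Libraries of batch B were placed on a time axis drawn from the batch A wild type. Each gene of the 17937 that changed along that course (adjusted p under 0.01) was interpolated on a grid of 0.1 day from 12 to 26 days, with the dry stage, labelled 26 days and later, set at 26. A library took the grid point of its largest Spearman correlation. Genotypes were compared with wild type by a two-sided permutation test within stages, with 100000 resamples or all arrangements where these were fewer, and adjusted over 5 genotypes. The 7 gene lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, adjusted over 84 tests.

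Choices made before the data were examined were the groups, the comparisons, the thresholds, the 7 lists, the alternatives and the rule for named genes. That rule takes the 4 loci mutated in the lines, ABI3, DOG1, ABA2 and CYP707A2. For the wild type it takes the 3 largest rises and falls from 18 DAP to dry called the same way in both batches, ranked by the smaller of the 2 changes. For each of 10 genotypes at the dry stage it takes the largest rise and fall among called genes whose libraries do not overlap (10% of genes are parted by chance for 3 against 3), and for each 2-way interaction the largest called interaction. Named genes needed a mean of at least 5 CPM in at least 1 group compared.

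The alternatives were factors of the relative log expression method (RLE), library totals alone, DESeq2 1.42.0 (its size factors and Wald test), no expression filter, a fit with only the libraries of the groups compared, the replicate number as a block, a prior count of 0.5, Pearson in place of Spearman correlation, a time axis of all genes tested in both batches, a correlation of batches over only the genes called in either, replicate 1, 2 or 3 of every group left out for the time axis, camera with an estimated correlation, fry, and leaving out each library in turn. A count is called changed by an alternative when it moves by more than 1.5 times.

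The code was tested on simulated data with 17821 genes of which 200 were changed. In a comparison of 3 against 3 libraries 133 of the 200 were recovered (66.5%) with 2 false calls (1.48%), and the slope of estimated on true log2 fold change was 0.992. With 2 against 3 libraries 130 were recovered with 6 false calls, over 8 stages 138 with 9, and for an interaction 104 (52%) with 9. All of the 102 genes changed at least 4-fold were found in the comparison of 3 against 3. Simulated groups with no change gave 0 calls. In the test of the time axis, which used 10759 genes, simulated libraries were placed within 0.1 day. They were drawn from the same stage means that set the axis, so this checks the code and not the accuracy on real libraries. A list raised in the simulation gave a camera p of 1.38e-67 and an unchanged list 0.278. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.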

Results

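Messenger RNA was measured by sequencing in seeds of Arabidopsis thaliana, wild type Col-0 and 10 mutant or introgression lines, from 12 days after pollination (DAP) to the dry seed. Wild type had 38 libraries, 23 in batch A and 15 in batch B. The line abi3-6 had 14 libraries, 8 in batch A and 6 in batch B, and all other lines were in batch B. There were 14 libraries of abi3-12, 12 of dog1-4, 15 of abi3-12 dog1-4 and 15 of abi3-12 dog1-4 cyp707a2. The lines aba2-1, L2-1 (which carries the DOG1 allele of the accession Cvi), dog1-4 aba2-1, abi3-12 aba2-1 and abi3-12 dog1-4 aba2-1 had 3 libraries each, at the dry stage. ABI3 is a seed transcription factor, DOG1 a regulator of seed dormancy, ABA2 an enzyme of abscisic acid (ABA) synthesis and CYP707A2 an enzyme of ABA breakdown. Lines were compared within a batch, with wild type of the same stage unless another line is named.

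Libraries of batch A held 5267767 to 16962371 counts (median 10958586). Those of batch B held 2577281 to 20277489, and its 33 dry-stage libraries 9160232 to 17448673. Of the 37336 genes, 7899 had no count in any library. A few genes took much of each library: the 10 most abundant genes held 47.3% of the counts in wild type at 14 DAP and 5.44% in abi3-6 at 20 DAP, both in batch A. Changes are therefore relative to the scaling. Against the main TMM factors, the median log2 fold change of all genes moved by -0.10 to 0.24 with RLE factors (by more than 0.1 in 12 of 46 comparisons) and by -0.38 to 1.26 with library totals (38 of 46).

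In wild type the 9 genes of seed storage proteins held 36.3% ± 1.49 (SD, n = 3) of the counts at 12 DAP, 44.9% ± 2.20 (n = 3) at 14 DAP, 35.6% ± 1.38 (n = 3) at 18 DAP and 5.32% ± 0.125 (n = 3) in dry seed of batch A. In batch B they held 42.9% ± 0.661 (n = 3) at 18 DAP and 5.15% ± 0.281 (n = 3) in dry seed. The 18 genes of late embryogenesis abundant (LEA) proteins held 4.92% ± 0.540 (n = 3) at 18 DAP and 8.17% ± 0.108 (n = 3) at 20 DAP in batch A, and 2.37% ± 0.275 (n = 3) and 7.72% ± 1.37 (n = 3) in batch B. In dry abi3-6 seed the storage protein genes held 0.652% ± 0.222 (n = 3), the LEA genes 1.33% ± 0.102 (n = 3) and the 30 photosynthesis genes 3.15% ± 0.239 (n = 3), where the photosynthesis genes held 0.0160% ± 0.00182 (n = 3) in wild type.

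**Figure D1:**
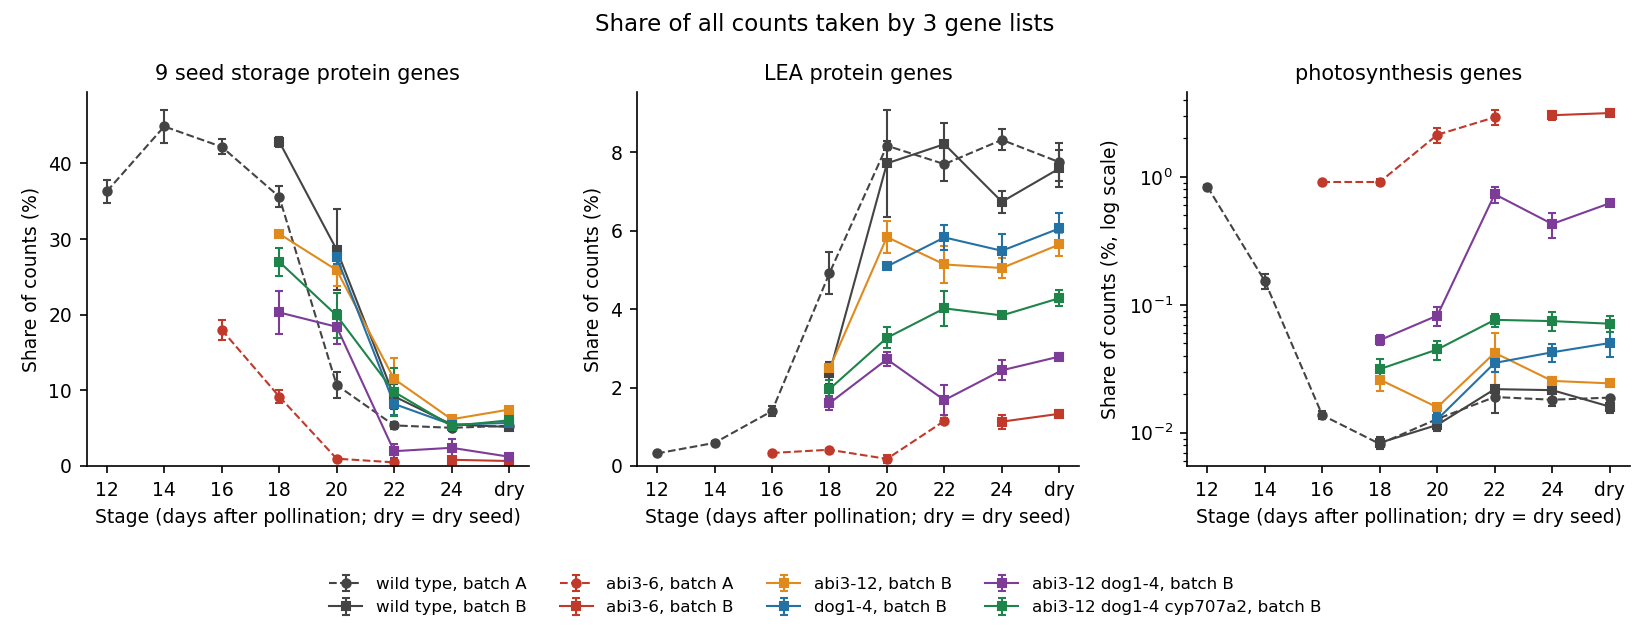
Share of all counts (%) taken by the genes of seed storage proteins, LEA proteins and photosynthesis (log scale) by stage, as mean and SD of 2 or 3 libraries, with batch A as circles on dashed lines and batch B as squares on solid lines. In wild type of batch A the storage share was 44.9% at 14 DAP and 5.32% in dry seed.

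The mutated loci were read first, to see what each mutation did to the transcript of its own gene. DOG1 (AT5G45830) in wild type of batch B was 451 ± 26.6 CPM (n = 3) at 18 DAP, 373 ± 123 CPM (n = 3) at 20 DAP and 33.0 ± 8.15 CPM (n = 3) in dry seed. In dog1-4 it was 15.3 ± 3.70 CPM (n = 3) at 20 DAP, a log2 fold change of -4.62 (SE 0.27, adjusted p 2.62e-22), and 1.12 ± 0.292 CPM (n = 3) in dry seed, a change of -4.87 (SE 0.34, adjusted p 1.76e-18). Every library of a line carrying dog1-4 lay below every library of wild type, abi3-12, aba2-1 and abi3-12 aba2-1 at its stage. The highest and lowest values were 16.3 and 348 CPM at 18 DAP, 18.4 and 256 CPM at 20 DAP, 3.74 and 41 CPM at 22 DAP, 1.55 and 20.0 CPM at 24 DAP, and 1.40 and 9.02 CPM in dry seed. DOG1 was also lower in dry abi3-6 seed (6.18 ± 0.536 CPM, n = 3; log2 fold change -2.42, adjusted p 1.1e-12) and in abi3-12 aba2-1 (9.58 ± 0.878 CPM, n = 3; -1.79, adjusted p 6.87e-09). It was higher in aba2-1 (52.4 ± 3.38 CPM, n = 3; 0.67, adjusted p 0.0398). In L2-1 it was 40.1 ± 2.6 CPM (n = 3), a change of 0.28 with an adjusted p of 0.807. L2-1 carries the Cvi allele, and how its reads were aligned is not recorded, so an unchanged DOG1 is not shown.

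**Figure D2:**
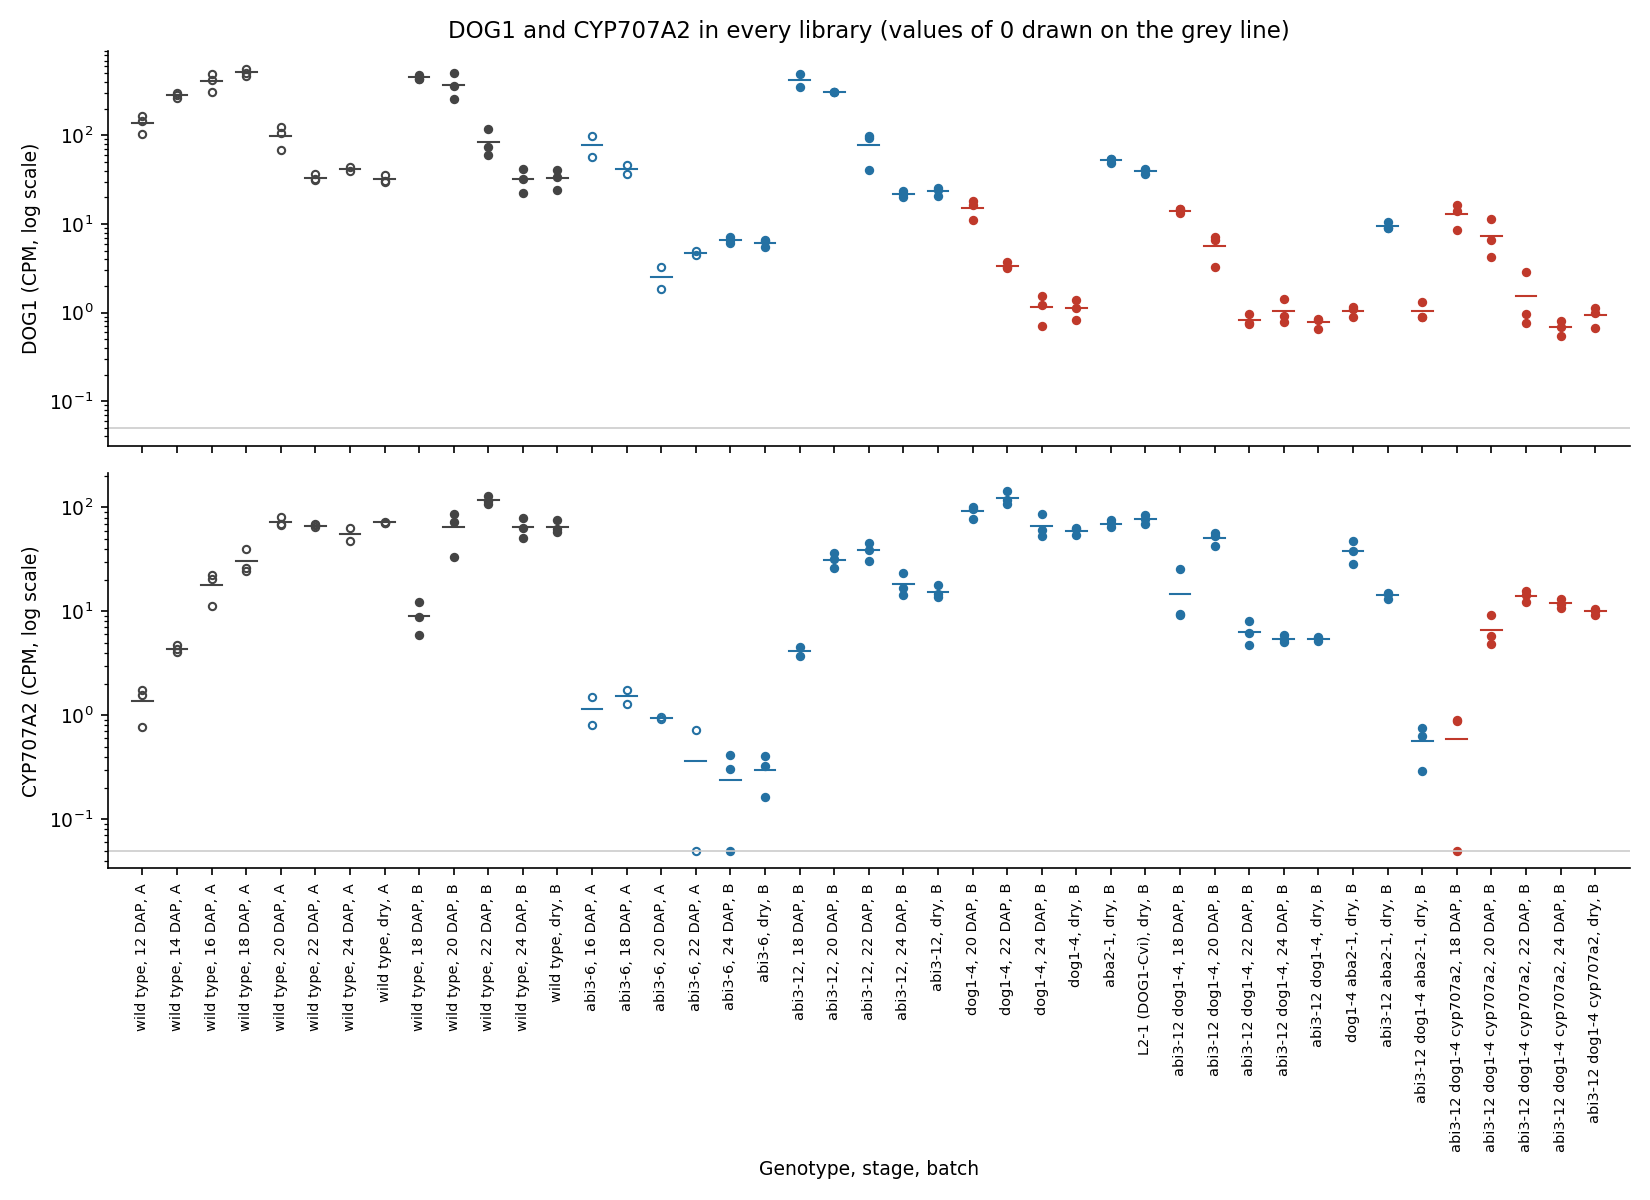
DOG1 and CYP707A2 in each library (CPM, log scale) by genotype, stage and batch, with 1 point per library, open for batch A, and the group mean as a bar. Red marks lines that carry a mutation in the gene plotted, grey wild type and blue the other lines; in dry seed every dog1-4 line library lay at or under 1.40 CPM of DOG1.

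CYP707A2 (AT2G29090) was 65.4 ± 9.28 CPM (n = 3) in dry wild-type seed and 9.98 ± 0.611 CPM (n = 3) in abi3-12 dog1-4 cyp707a2 (log2 fold change -2.71, SE 0.26, adjusted p 2.52e-14). The parent line abi3-12 dog1-4 was lower still at this stage, with 5.48 ± 0.286 CPM (n = 3). At 20 DAP, where abi3-12 dog1-4 had 50.8 ± 7.28 CPM (n = 3) and wild type 64.4 ± 28.0 CPM (n = 3), the cyp707a2 line had 6.66 ± 2.35 CPM (n = 3). ABI3 (AT3G24650) transcripts were still present in both abi3 alleles: 143 ± 11.5 CPM (n = 3) in dry abi3-6 and 118 ± 4.39 CPM (n = 3) in dry abi3-12, against 200 ± 7.51 CPM (n = 3) in wild type (log2 fold changes -0.48 and -0.76, adjusted p 2.48e-05 and 1.16e-08). With library totals in place of TMM factors the first of these changed direction, to 0.08. In dog1-4 ABI3 was higher, 279 ± 3.17 CPM (n = 3; 0.48, adjusted p 0.000175). ABA2 (AT1G52340) was 1.92 ± 0.204 CPM (n = 3) in dry wild type and 1.74 ± 0.215 CPM (n = 3) in aba2-1 (-0.14, adjusted p 0.826), so no change of its transcript was detectable in 17 to 24 counts per library. It was not called in dog1-4 aba2-1 (0.05, adjusted p 0.935) or abi3-12 aba2-1 (0.47, adjusted p 0.056). The abi3-12 aba2-1 value depended on the processing, with changes of 0.32 to 0.94 over the alternatives. It became a called rise with RLE factors, with library totals and without replicate 1 of that line. In abi3-12 dog1-4 aba2-1 ABA2 was higher, 7.46 ± 0.308 CPM (n = 3; 1.95, adjusted p 6.59e-15), as it was in abi3-12 dog1-4 without aba2-1 (5.84 ± 0.984 CPM, n = 3; 1.60, adjusted p 1.21e-11).

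The wild-type course was followed to see when transcripts change during maturation. In batch A 18825 of 20414 tested genes differed across the 8 stages. Between neighbouring stages 7266 genes were called from 12 to 14 DAP (3237 higher, 4029 lower) and 8066 from 14 to 16 DAP (4005 higher, 4061 lower). There were 10510 from 16 to 18 DAP (4670 higher, 5840 lower), 11080 from 18 to 20 DAP (4978 higher, 6102 lower) and then 8514 from 20 to 22 DAP (4613 higher, 3901 lower). From 22 to 24 DAP 6 genes were called (2 higher, 4 lower; 1719 at an unadjusted p under 0.05) and from 24 DAP to dry seed 5 (2 higher, 3 lower; 1478 at an unadjusted p under 0.05). The alternative that moved these counts most was DESeq2, with 116 genes from 22 to 24 DAP and 33 from 24 DAP to dry. Without replicate 1 of wild type at 22 DAP the count from 22 to 24 DAP was 44, and without replicate 3 of dry seed the last count was 14. The division into higher and lower genes depended on scaling. With library totals the share of called genes that were higher went from 44.5% to 11.8% for 12 to 14 DAP and from 44.4% to 32.6% for 16 to 18 DAP. It went from 44.9% to 67.9% for 18 to 20 DAP and from 54.2% to 81.8% for 20 to 22 DAP.

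From 18 DAP to dry seed 13018 genes were called in batch A (6235 higher, 6783 lower) and 13928 in batch B (6656 higher, 7272 lower). With library totals the share higher went from 47.9% to 74.8% in batch A and from 47.8% to 67.6% in batch B. Among 20072 genes tested in both batches 11225 were called in both, 11075 of them in the same direction and 150 in opposite directions. Across genes, which are not independent replicates, the log2 fold changes of the batches had a Pearson r of 0.884 (SD 0.024 over pairings of replicates), or 0.913 over the 15468 genes called in either batch. Among genes called in both batches, PAP24 (AT4G24890), AT1G68240 and AT1G72060 had the largest rises from 18 DAP to dry seed, ranked by the smaller of the 2 fitted changes. They were at least 15.1-fold, 216-fold and 15.1-fold higher in batch A and at least 11.5-fold, 126-fold and 7.78-fold higher in batch B. AT1G23200, CYP709B1 (AT2G46960) and AT3G26440 had the largest falls, at least 393-fold, 383-fold and 338-fold lower in batch A (adjusted p 7.07e-17, 7.52e-17 and 2.58e-15) and at least 937-fold, 1130-fold and 1030-fold lower in batch B.

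Wild-type libraries of both batches differed at matched stages. Over the 5 stages in common, 3481 of 17634 genes differed between batches (2221 higher in batch B, 1260 lower), and 10650 had a batch difference that changed with stage. With library totals the share higher in batch B went from 63.8% to 51.0%. Of the 1173 genes that differed between batches at least 2-fold with TMM factors, 1154 were higher in batch B and 19 lower.

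**Figure D3:**
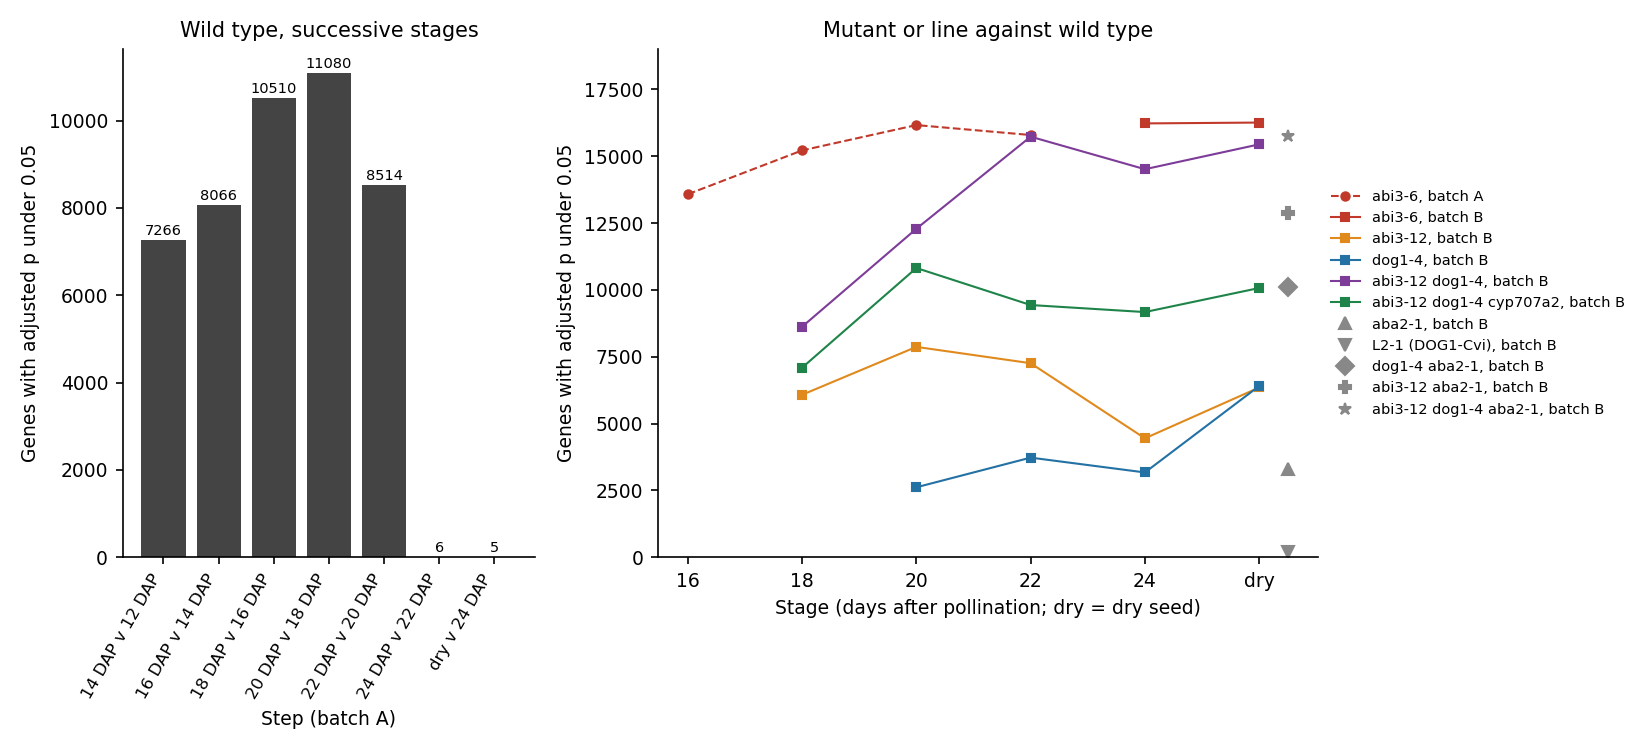
Number of genes with an adjusted p under 0.05 for each step between neighbouring stages of wild type in batch A (bars) and for each line against wild type of its batch by stage (points, batch A dashed). The 2 last wild-type steps had 6 and 5 genes, and dry L2-1 seed had 212.

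The single mutants were compared with wild type to see which genes depend on each locus and when. In abi3-6 of batch A, 13577 genes were called at 16 DAP (6802 higher, 6775 lower) and 15216 at 18 DAP (7861 higher, 7355 lower). There were 16164 at 20 DAP (9009 higher, 7155 lower) and 15792 at 22 DAP (8896 higher, 6896 lower). In batch B 16226 were called at 24 DAP (8792 higher, 7434 lower) and 16258 in dry seed (9042 higher, 7216 lower), of which 11088 changed at least 2-fold. In abi3-12 the counts were 6076 (3178 higher, 2898 lower) at 18 DAP, 7868 (3820 higher, 4048 lower) at 20 DAP and 7257 (3590 higher, 3667 lower) at 22 DAP. Later they were 4447 (2110 higher, 2337 lower) at 24 DAP and 6349 (3380 higher, 2969 lower) in dry seed. In dog1-4 from 20 DAP to dry seed they were 2616 (1514 higher, 1102 lower), 3726 (1984 higher, 1742 lower), 3171 (1702 higher, 1469 lower) and 6405 (3541 higher, 2864 lower). The count of dog1-4 at 20 DAP was 6279 with library totals and 1210 in a fit of only the groups compared. In dry seed 3305 genes were called in aba2-1 (2004 higher, 1301 lower) and 212 in L2-1 (61 higher, 151 lower). The L2-1 count moved most among the single lines, to 1045 in a fit of only the groups compared, with 42.8% of genes higher in place of 28.8%, and to 77 without replicate 2 of dry wild type.

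Library totals raised the share of called genes that were higher in most lines. In abi3-6 it went from 50.1% to 85.3% at 16 DAP, 51.7% to 86.5% at 18 DAP and 55.7% to 82.1% at 20 DAP. It then went from 56.3% to 73.5% at 22 DAP, 54.2% to 69.9% at 24 DAP and 55.6% to 72.0% in dry seed. In abi3-12 it went from 52.3% to 92.4%, 48.6% to 88.8%, 49.5% to 85.3%, 47.4% to 74.0% and 53.2% to 73.4% from 18 DAP to dry seed. In dog1-4 it went from 57.9% to 93.0%, 53.2% to 91.0%, 53.7% to 74.6% and 55.3% to 82.5% from 20 DAP to dry seed. The dry-seed share in aba2-1 moved by less than 10 points.

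The lines with several mutations were compared with wild type, and with each other, to see how the mutations combine. In abi3-12 dog1-4 the counts were 8621 (4550 higher, 4071 lower) at 18 DAP, 12286 (6081 higher, 6205 lower) at 20 DAP and 15730 (8260 higher, 7470 lower) at 22 DAP. At 24 DAP and in dry seed they were 14513 (7917 higher, 6596 lower) and 15443 (8512 higher, 6931 lower). Library totals moved its share of higher genes, in order of stage, from 52.8% to 95.5%, 49.5% to 92.4%, 52.5% to 78.3%, 54.6% to 76.3% and 55.1% to 77.7%. In abi3-12 dog1-4 cyp707a2 the counts at these stages were 7090 (3607 higher, 3483 lower), 10818 (5413 higher, 5405 lower) and 9433 (4729 higher, 4704 lower). For the last 2 stages they were 9170 (4721 higher, 4449 lower) and 10070 (5435 higher, 4635 lower). Its share of higher genes moved from 50.9% to 95.6%, 50% to 92.5%, 50.1% to 83.9%, 51.5% to 77.5% and 54.0% to 79.3% with library totals. At 18 DAP it was 61.1% without the expression filter. In dry seed 10112 genes were called in dog1-4 aba2-1 (5288 higher, 4824 lower), 12870 in abi3-12 aba2-1 (6818 higher, 6052 lower) and 15754 in abi3-12 dog1-4 aba2-1 (8637 higher, 7117 lower). Their shares of higher genes moved from 52.3% to 70.0%, 53.0% to 78.5% and 54.8% to 73.3%.

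Between mutants, 15244 genes differed between abi3-6 and abi3-12 at 24 DAP (8347 higher in abi3-6, 6897 lower) and 15874 in dry seed (8817 higher, 7057 lower). The shares of higher genes moved from 54.8% to 67.4% and from 55.5% to 70.0% with library totals. Over the 5 stages 16937 genes differed between abi3-12 dog1-4 and abi3-12 at any stage, and 15597 between abi3-12 dog1-4 cyp707a2 and abi3-12 dog1-4. The effect of the genotype against wild type changed with stage for 4801 genes in abi3-12, 1036 in dog1-4, 13676 in abi3-12 dog1-4 and 6859 in abi3-12 dog1-4 cyp707a2. The alternative that moved these most was the fit of only the groups compared, with 520 genes for dog1-4, where library totals gave 1763 and the omission of the 20 DAP libraries 45.

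In dry seed the combined effect of 2 mutations was compared with the sum of their single effects on the log2 scale. It differed for 7794 genes for abi3-12 and dog1-4 (3427 higher than the sum, 4367 lower), 2975 for abi3-12 and aba2-1 (1098 higher, 1877 lower) and 212 for dog1-4 and aba2-1 (37 higher, 175 lower). The 3-way term was called for 3099 genes (1687 higher, 1412 lower). The alternative that moved these most was the fit of only the groups compared, with 805 genes for dog1-4 and aba2-1 and 17.5% higher becoming 30.6%. Without replicate 2 of dry wild type the same count was 74. The share of higher genes moved from 44.0% to 71.0% with library totals for abi3-12 and dog1-4 (55.7% with RLE factors, 57.7% with DESeq2). It moved from 36.9% to 85.2% for abi3-12 and aba2-1 (48.5% with RLE factors, 50.1% with DESeq2) and from 54.4% to 13.7% for the 3-way term (44.0% with DESeq2). Among called genes with a term of at least 2-fold the balance was reversed in 3 of the 4 terms. There 1905 were higher and 1275 lower for abi3-12 and dog1-4, and 592 and 344 for abi3-12 and aba2-1. For the 3-way term 713 were higher and 973 lower. For dog1-4 and aba2-1 the balance stayed, with 18 higher and 111 lower. For abi3-12 and dog1-4 the combined effect was larger than the sum and in its direction in 67.1% of the called genes, smaller in 7.78% and opposite in 25.1%. For dog1-4 and aba2-1 it was smaller in 62.7% of the called genes.

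The largest rise and fall among called genes of each line in dry seed follow. BGLU21 (AT1G66270) was not detected in wild type and had the largest rise in 4 lines. It was 545 ± 18 CPM in abi3-6 (n = 3; at least 2050-fold higher, adjusted p 8.56e-19), 366 ± 41.4 CPM in abi3-12 dog1-4 (at least 1380-fold), 90 ± 20 CPM in abi3-12 aba2-1 (at least 338-fold) and 571 ± 64.1 CPM in abi3-12 dog1-4 aba2-1 (at least 2150-fold). EXPA2 (AT5G05290), also not detected in wild type, had the largest rise in dog1-4 (25.7 ± 16.4 CPM, at least 96.8-fold), aba2-1 (22.6 ± 12.4 CPM, at least 85.2-fold) and dog1-4 aba2-1 (64.2 ± 16.9 CPM, at least 242-fold). TGG2 (AT5G25980) in abi3-12 was at least 43.1-fold higher and SEOa (AT3G01670) in abi3-12 dog1-4 cyp707a2 at least 69.5-fold. AT2G46540 in L2-1 was 47.8 ± 5.19 CPM against 19.2 ± 3.72 CPM (log2 fold change 1.32, SE 0.12, adjusted p 8.94e-13), and lies among 19 neighbouring tested genes of which 13 were called higher in this line.

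Among the falls, AT2G34740 was not detected in abi3-6 and was 309 ± 35.1 CPM (n = 3) in wild type (at least 1410-fold lower, adjusted p 6.93e-31). BGLU19 (AT3G21370) was 8930 ± 508 CPM (n = 3) in wild type, 1.99 ± 1.20 CPM (n = 3) in abi3-12 aba2-1 (-12.13, SE 0.66, adjusted p 3.89e-25) and 2.18 ± 2.05 CPM (n = 3) in abi3-12 dog1-4 cyp707a2 (-12.08, adjusted p 4.65e-25). AT5G55135 was at least 835-fold lower in abi3-12 dog1-4 aba2-1 and ABCC15 (AT3G60970) at least 205-fold lower in abi3-12 dog1-4. CCD7 (AT2G44990) was at least 78.7-fold lower in abi3-12, AT4G23493 at least 66.6-fold lower in dog1-4 aba2-1 and AT1G75945 at least 21.8-fold lower in aba2-1. MSL9 (AT5G19520) fell from 5.85 ± 1.12 CPM (n = 3) to 0.957 ± 0.273 CPM (n = 3) in L2-1 (-2.63, adjusted p 0.000245). EMB1586 (AT1G12770) had the largest fall in dog1-4, from 69.4 ± 2.68 CPM (n = 3) to 0.241 ± 0.209 CPM (n = 3; -8.09, SE 0.98, adjusted p 7e-10), but it was also under 1 CPM in single libraries of other groups, so its value does not follow genotype alone. Of the 26 targeted and named genes 7 share more than 20% of their exonic 31-base sequences with another annotated gene on either strand, where reads cannot be given to 1 gene without strand or further sequence: ABCC15 56.0%, CRR1 52.9%, AT1G72060 45.2%, ABA2 36.5%, BGLU19 27.3%, AT3G26440 22.4% and PAP24 21.8%.

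The named interactions rest on groups at or near 0, so their fitted sizes depend on how 0 is treated and no fold is given. EXPA2 for dog1-4 and aba2-1 (-9.72, SE 1.66, adjusted p 0.000582) was 0 in all 3 wild-type libraries. CRR1 (AT5G52100) for abi3-12 and aba2-1 (7.57, SE 2.10, adjusted p 0.00969) was 11 ± 1.4 CPM (n = 3) in abi3-12 aba2-1, 0.976 ± 0.929 CPM (n = 3) in aba2-1 and 0 in abi3-12, and was not called without replicate 1 of dry wild type or in a fit of only the groups compared. AT2G07777 for abi3-12 and dog1-4 (adjusted p 0.00738) had 65 counts in 1 dry abi3-12 library and none in the other 2, and was not called without that library.

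Batch B libraries were placed on the time axis of batch A wild type to see whether mutants run behind wild type. Averaged over 24 DAP and dry seed, its only stages in batch B, abi3-6 lay 3.18 days earlier than wild type (difference -3.18 days). The exact permutation test over 400 arrangements gave p 0.02 (adjusted p 0.025, smallest possible p 0.005). Averaged from 18 DAP (20 DAP in dog1-4) to dry seed, the differences were -1.17 days in abi3-12 and -1.46 days in dog1-4. They were -1.02 days in abi3-12 dog1-4 and -1.08 days in abi3-12 dog1-4 cyp707a2. Their permutation p-values were 0.015, 0.016, 0.036 and 0.02, and adjusted 0.025, 0.025, 0.036 and 0.025. Pearson in place of Spearman correlation moved dog1-4 to -1.05 days with an adjusted p of 0.078 (0.024 to 0.21 over its alternatives). With replicate 1, 2 or 3 of every group left out the adjusted p was 0.17, 0.056 and 0.21 in each of the 5 lines. For abi3-6 this leaves 36 arrangements and a smallest possible p of 0.056, so it could not pass, while the smallest possible p was at most 0.0015 in the other 4. At 24 DAP it was -2.67 days and in dry seed -3.70 days in each of the 5 lines, whose libraries all fell on the point of 22 days. From 18 to 22 DAP it was between -0.50 and 1.43 days in the 4 lines other than abi3-6, so their differences came from the last stages. The average of abi3-6 holds only those last stages, so its larger size does not show a longer delay than in the other lines. The 8 abi3-6 libraries of batch A, not tested against the wild type that sets the axis, lay at 13.3 and 13.4 days at 16 DAP, 14.9 and 19 at 18 DAP, 12.3 at 20 DAP (both) and 22 at 22 DAP (both), with a best correlation of 0.668 to 0.856. The axis itself separates late stages weakly, given the 6 and 5 genes called after 22 DAP in batch A wild type. The best correlation of dry abi3-6 libraries was 0.709 to 0.737, against 0.994 to 0.995 for dry wild type. Late abi3-12 dog1-4 libraries were also placed with a low best correlation. It was 0.739 to 0.765 at 22 DAP, 0.803 to 0.871 at 24 DAP and 0.806 to 0.821 in dry seed.

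The 7 gene lists were compared in dry seed of each line and in the wild-type course. Of 84 camera tests 48 were called, 14 with the list higher and 34 lower. With the correlation between genes estimated from the data 8 of the tests passed, all lower: oleosins in abi3-12, abi3-12 aba2-1 and abi3-12 dog1-4 cyp707a2, and heat shock proteins in these 3 lines, dog1-4 and dog1-4 aba2-1. Under fry 66 passed, 47 of them among the 48. In abi3-6 the median log2 fold change was -5.52 for the 9 storage protein genes (adjusted p 0.00071; 8 lower and 1 higher), -7.65 for the 5 oleosins (2.6e-05; 5 lower), and -5.69 for the 18 LEA genes (6.8e-13; 18 lower). It was -4.15 for the 11 heat shock genes (0.00014; 10 lower and 1 higher) and 9.06 for the 30 photosynthesis genes with genes at their bound (9.93 fitted; 4.8e-11; 30 higher). It was -1.49 for the 8 chlorophyll breakdown genes (0.19) and 0.05 for the 11 ABA metabolism genes tested (0.85). Every gene of the first 6 lists was called in abi3-6 both over all genes and when adjusted over the list alone, and for ABA metabolism 8 genes were called either way.

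In abi3-12 dog1-4 the medians were -2.63 for storage proteins (adjusted p 0.016), -4.47 for oleosins, -2.29 for LEA proteins, -6.36 for heat shock proteins with genes at their bound (-7.58 fitted) and 6.13 for photosynthesis with genes at their bound (6.39 fitted). In abi3-12 the oleosin median was -2.75 (adjusted p 1.5e-12) and the heat shock median -2.73 (2.7e-11), while the storage proteins did not pass (0.38, 0.082). In dog1-4 the heat shock median was -2.19 (6.8e-13; 10 genes called both over all genes and adjusted over the list alone). Storage proteins were higher in aba2-1 (0.81, adjusted p 0.00016; 5 genes called over all genes, 6 adjusted over the list alone). In L2-1 the heat shock median was 0.46 (0.00011; 2 genes called over all genes, 5 adjusted over the list alone) and the LEA median 0.22 (7.6e-05; 0 genes called over all genes or adjusted over the list alone, 3 at an unadjusted p under 0.05). This LEA result was the only camera call that did not pass under fry (adjusted p 0.086), and with an estimated correlation its adjusted p was 0.24. In the wild-type course to dry seed the LEA median was 0.18 in batch A (adjusted p 0.38) and 1.27 in batch B (0.00021), and the storage protein medians were -4.09 and -4.45. Library totals changed the direction of 3 medians in the lines, ABA metabolism in abi3-12 dog1-4 (-0.17 to 0.45) and in abi3-12 dog1-4 aba2-1 (-0.18 to 0.38), and chlorophyll breakdown in L2-1 (0.01 to -0.02), and raised the storage proteins in abi3-12 dog1-4 cyp707a2 from 0.003 to 0.31. They also moved chlorophyll breakdown in the wild-type course from -0.17 to 0.52 in batch A and from -0.46 to 0.13 in batch B, and photosynthesis in batch B from -0.12 to 0.02.

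**Figure D4:**
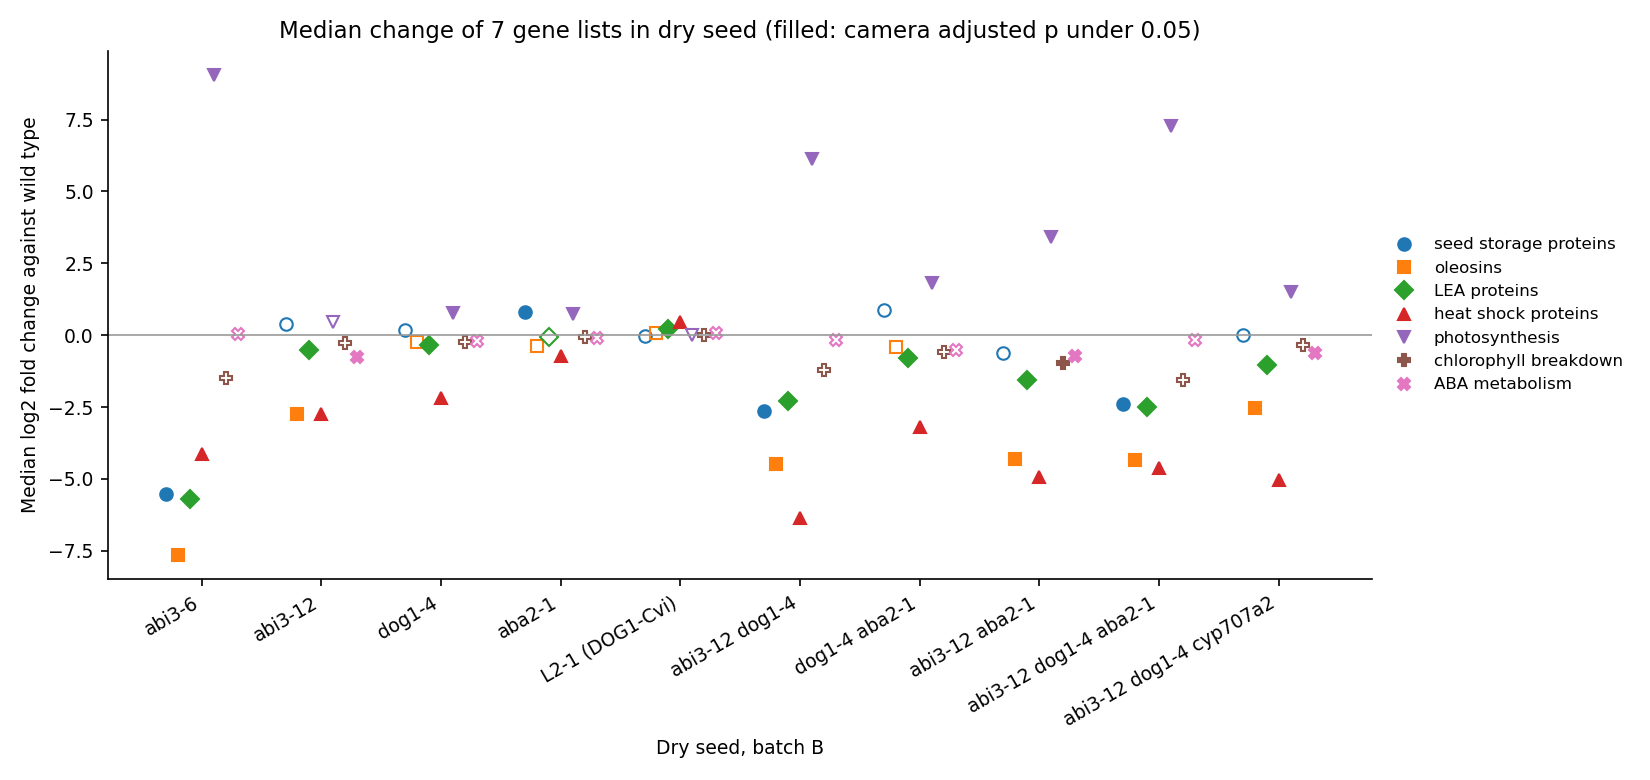
Median log2 fold change against wild type of 7 gene lists in dry seed of 10 lines, with genes at their bound, 1 symbol per list, filled where the camera adjusted p was under 0.05. The photosynthesis median was 9.06 in abi3-6 and the LEA median -5.69; chlorophyll breakdown in L2-1 and ABA metabolism in abi3-12 dog1-4 and abi3-12 dog1-4 aba2-1 change direction with library totals.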

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

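Most tests below were chosen only after the result they bear on had been seen: the simulated thinning, the removal of the most abundant genes, the offsets for GC content and length, the omission of single stages, the floor test, the label test and the timing test. The yardstick was also changed after the values were known. It was first the largest count that any shuffle of the samples gave, which many counts did not reach because some shuffles keep the libraries of a genotype together. It was then set to 10% of the count from a fit of only the groups compared, so a technical source is taken as the whole cause only where removing it leaves less than 10%. The largest shuffled counts are given beside each result.

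In 9 results an effect differed between groups by a direct test. The effect of the genotype changed with stage for 4801 genes in abi3-12, 1036 in dog1-4, 13676 in abi3-12 dog1-4 and 6859 in abi3-12 dog1-4 cyp707a2. The batch difference in wild type changed with stage for 10650. The interactions held 7794 genes for abi3-12 with dog1-4, 2975 for abi3-12 with aba2-1, 212 for dog1-4 with aba2-1 and 3099 for the 3-way term. GC content and length were known for 99.2% of the genes (37051 of 37336). Reads shared between similar genes and reads from another source were not tested for these 9 results. DOG1 tests labels only between lines with and without dog1-4. Exchanges among the dog1-4 lines, or among the lines without dog1-4, were not tested.

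For abi3-12 by stage, the smallest count under another scaling was 4809. In a fit of only the groups compared the count was 3023, and it was 1317 with all libraries thinned to 3109000 counts, 2999 without the 50 most abundant genes, 2958 with offsets for GC content and length, and 1443 without 18 DAP, the stage whose omission lowered it most. Each of these is above 10% of 3023, so scaling, depth, a few abundant genes, GC content and length, and a single stage each fall short of being the whole cause. In 1 of 100 divisions of the libraries, the real one, the count was as large (largest other 2710, median 0). An exchange of labels between abi3-12 and wild type was not tested, since ABI3 transcripts do not mark the line. DOG1 argues against exchanges with lines carrying dog1-4. At 20 DAP it was at least 256 CPM in wild type and abi3-12, against at most 18.4 CPM in those lines. A genotype effect that changes during maturation stays open as an untested biological explanation.

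For dog1-4 by stage, the smallest count under another scaling was 1059. The groups alone gave 520, the thinned libraries 149, the removal of the 50 most abundant genes 519, and the offsets for GC content and length 462. None of these left less than 10% of 520, though depth clearly limits the count. Without 20 DAP the count fell to 45, and without dry seed to 137. Less than 10% of 520 remained without 20 DAP, so most of the count depends on that stage. However, 20 DAP was the earliest stage of dog1-4, and its omission leaves only the later ones. A genotype effect that changes during maturation would be lost in the same way. The omission therefore cannot tell a stage out of step from such an effect, and both stay open. Wild type of batch B at 20 DAP also had a wide replicate spread (DOG1 373 ± 123 CPM, n = 3). In 4 of 100 divisions the count was as large (largest other 4206, median 0), and all 3 of the large shuffles kept a genotype group whole. An exchange of dog1-4 libraries with a line without dog1-4 would put DOG1 near wild-type levels, but at 20 DAP it was at most 18.4 CPM in the 9 libraries with dog1-4, against at least 256 CPM in the 6 others.

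For abi3-12 dog1-4 by stage, the smallest count under another scaling was 13564. The groups alone gave 12519, the thinned libraries (2577000 counts) 8198, the removal of the 50 most abundant genes 12704, the offsets 13255 and the omission of 18 DAP 9922. These argue against each as the whole cause. In 2 of 100 divisions the count was as large (largest other 14367, median 0), and the 1 large shuffle kept a genotype group whole. For abi3-12 dog1-4 cyp707a2 by stage the values were 6926 under another scaling, 5833 in the groups alone, 2953 thinned, 5856 without the 50 most abundant genes, 5402 with offsets and 3121 without 18 DAP. In 2 of 100 divisions the count was as large (largest other 6702, median 0), where the 1 large shuffle kept a group whole. The DOG1 ceiling of 18.4 CPM at 20 DAP argues against exchanges with lines without dog1-4 in both. A genotype effect that changes during maturation stays open, untested beyond these counts.

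The wild-type stage by batch term gave 10633 genes at the smallest under another scaling, 6166 thinned, 10600 without the 50 most abundant genes, 10707 with offsets, 7210 without 20 DAP and 8873 without 18 DAP, each above 10% of 10650. In 1 of 100 divisions the count was as large (largest other 6085, median 0). Batch B wild type may have been harvested at an earlier state for the same label: across genes, which are not independent replicates, the difference of batch B from batch A at 20 DAP had an r of -0.816 (slope -0.535) with the change from 18 to 22 DAP in batch A. No library enters both of these differences. The 3 single libraries of batch B at 20 DAP gave -0.848, -0.774 and -0.717. The r was -0.710 at 18 DAP, -0.638 at 22 DAP and 0.070 at 24 DAP. On the time axis of batch A, batch B wild type lay at a mean of 16.9 days at 18 DAP, 18.5 at 20 DAP and 20.6 at 22 DAP. It lay at 24.7 days at 24 DAP and 25.7 in dry seed. No growth record tells a later start from other differences between the rounds, so an earlier state at harvest stays a hypothesis.

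For the interaction of abi3-12 and dog1-4 the smallest count under another scaling was 7490. The groups alone gave 9410, thinning 9185, the removal of the 50 most abundant genes 9336 and the offsets 10344. In 3 of 100 divisions the count was as large (largest other 10111, median 0), and both large shuffles kept a genotype group whole. Additive effects stopped at a floor or ceiling in the double line would give combined effects smaller than the sum. Of the called genes 7.78% were smaller and 67.1% larger in the same direction, which argues against such a stop as the whole cause. A floor in wild type and the single lines would instead give larger effects. Of the 7794 called genes 3195 were called in neither single line, so a floor of that kind stays open. DOG1 of at most 1.40 CPM in the 15 dry libraries with dog1-4, against at least 9.02 CPM in 12 libraries compared, argues against exchanges between lines with and without dog1-4. Combined action of the 2 loci on the same genes stays open, as a hypothesis found on the same data.

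For the interaction of abi3-12 and aba2-1 the smallest count under another scaling was 2774. The groups alone gave 5521, thinning 5211, the removal of the 50 most abundant genes 5474 and the offsets 6647. In 5 of 100 divisions the count was as large (largest other 8380, median 0), and 3 of the 4 large shuffles kept a genotype group whole. Shuffles that keep a group whole carry real genotype differences, and the largest count without a group kept whole was 5716. The share of 0.05 therefore cannot decide whether a random division gives so many genes. The share of called genes smaller than the sum was 10.9%, against 57.7% larger in its direction. This argues against a floor or ceiling reached by the double line as the whole cause. A floor in wild type and the single lines stays open, since 1455 of the 2975 called genes were called in neither single line.

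For the interaction of dog1-4 and aba2-1 the smallest count under another scaling was 157. The groups alone gave 805, thinning 722, the removal of the 50 most abundant genes 862 and the offsets 534. In 5 of 100 divisions the count was as large (largest other 6688, median 0). Of the 4 large shuffles, 3 kept a group whole. The largest count without a group kept whole was 5661, and the share cannot decide here either. The share smaller than the sum was 62.7%, which is consistent with effects that overlap or stop at a floor or ceiling. The label test gave the same DOG1 ceiling of 1.40 CPM in dry seed.

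For the 3-way term the smallest count under another scaling was 3024. The groups alone gave 5968, thinning 5563, the removal of the 50 most abundant genes 6077 and the offsets 7088. In 2 of 100 divisions the count was as large (largest other 10630, median 0), and the 1 large shuffle did not keep a group whole. The DOG1 values of at most 1.40 CPM in dry seed argue against exchanges between lines with and without dog1-4. The dry libraries of the 4 interactions were thinned to between 10730000 and 12290000 counts, which lowers them little.

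The simple comparisons were divided in the same way. In each of the 34 comparisons of 3 against 3 libraries 1 of the 10 divisions, the real one, gave as many genes (largest other count 4), and 10 divisions cannot give a share under 0.1. In 1 of 100 divisions, the real one, as many genes differed across the 8 wild-type stages (largest other 8398), between batches in wild type (255), between abi3-12 dog1-4 and abi3-12 at any stage (10005) and between the cyp707a2 line and abi3-12 dog1-4 at any stage (13112). For the gene lists, the number of the 10 divisions with as many lists called was 1 for abi3-6 and abi3-12, 2 for abi3-12 dog1-4 aba2-1, 3 for dog1-4 and the batch A wild-type course, 4 for aba2-1, abi3-12 aba2-1 and the batch B wild-type course, 5 for the cyp707a2 line, 6 for L2-1, 7 for abi3-12 dog1-4 and 10 for dog1-4 aba2-1. Each other division still parts 2 libraries of a group from 1, so it keeps some of the difference between the groups, and these numbers are no measure of false calls.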

How the results depend on the processing

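All alternatives here were fixed before the data were examined, and no alternative was added. Of 54 counts of changed genes, none moved by more than 1.5 times with RLE factors, without the expression filter or with the replicate number as a block.

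Library totals moved 8 of the 54: to 19 for 22 to 24 DAP in wild type, 9286 for abi3-12 at 18 DAP, 6279 and 6447 for dog1-4 at 20 and 22 DAP, 15120 for abi3-12 dog1-4 and 12436 for the cyp707a2 line at 18 DAP, 1763 for dog1-4 by stage and 10643 for the cyp707a2 line by stage. DESeq2 moved 4: to 116 for 22 to 24 DAP, 33 for 24 DAP to dry, 406 for L2-1 and 482 for dog1-4 with aba2-1. The fit of only the groups compared moved 9 of 52: to 3387 for abi3-12 at 22 DAP, 1210 and 2072 for dog1-4 at 20 and 24 DAP, 1045 for L2-1, 3023 for abi3-12 by stage, 520 for dog1-4 by stage, 5521 for abi3-12 with aba2-1, 805 for dog1-4 with aba2-1 and 5968 for the 3-way term. That fit has fewer residual degrees of freedom and another dispersion trend by construction; for the others the cause was not tested.

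Leaving out each library in turn gave 528 fits, of which 25 moved a count, in 8 results. In wild type the range was 2 to 44 for 22 to 24 DAP (without replicates 2 and 1 of 22 DAP) and 2 to 14 for 24 DAP to dry (without replicates 1 and 3 of dry seed). For dog1-4 it was 2070 to 3488 at 22 DAP (lowest without wild-type replicate 2), 2052 to 2883 at 24 DAP (lowest without dog1-4 replicate 2) and 652 to 1321 by stage (lowest without dog1-4 dry replicate 2). It was 2045 to 2658 for aba2-1 (lowest without aba2-1 replicate 1), and without dry wild-type replicate 2 it was lowest for L2-1 (77 to 172) and for dog1-4 with aba2-1 (74 to 192). These fits have fewer libraries by construction. Leaving out libraries in groups of 2 was not run, and arms of 2 libraries were left whole.

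Of the 46 counts of genes changed at least 2-fold, DESeq2 moved 4, library totals 7, the groups alone 3 of 45, the replicate block 1 and leaving out a library 5, while RLE factors and no filter moved none. The r between batches rose to 0.913 over the 15468 genes called in either batch, by construction as genes near 0 leave. The number of list tests called fell to 8 with an estimated correlation, which widens the error of each list by construction.

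The time differences kept their direction in all fits run. Pearson correlation gave -1.05 days for dog1-4 (adjusted p 0.078). Pairing the replicate numbers as a block left the differences at -3.18, -1.17, -1.46, -1.02 and -1.08 days for abi3-6, abi3-12, dog1-4, abi3-12 dog1-4 and the cyp707a2 line, with adjusted p of 0.078 (0.093 for abi3-12 dog1-4), for a cause not tested. The numbers do not pair the libraries: of 34 comparisons with 3 pairs, 1 had every correlation between same-numbered libraries over 0.1 (range -0.162 to 0.231 over 41 comparisons). Leaving out replicate 1, 2 or 3 of every group gave -3.78 to -2.88 days for abi3-6, -1.47 to -1.01 for abi3-12, -1.88 to -1.20 for dog1-4, -1.33 to -0.78 for abi3-12 dog1-4 and -1.34 to -0.89 for the cyp707a2 line, and none of the 15 fits passed the threshold (adjusted p 0.056 to 0.21), with fewer libraries by construction. The fits of abi3-6 could not pass, with 36 arrangements and a smallest possible p of 0.056, and so say nothing about its stability. For dog1-4 the adjusted p ran from 0.024 to 0.21 over all alternatives. The prior count of 0.5 and all genes tested in both batches changed no call.

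ABI3 reversed against wild type in 13 comparisons with library totals: to 0.37 and 0.28 in abi3-6 at 16 and 22 DAP, 0.05 at 24 DAP and 0.08 in dry seed, 0.28 and 0.11 in abi3-12 at 18 and 20 DAP, 0.31, 0.77, 0.31, 0.34 and 0.37 in abi3-12 dog1-4 from 18 DAP to dry, 0.23 in abi3-12 dog1-4 aba2-1 and 0.49 in the cyp707a2 line at 18 DAP. By construction totals add the shift of all genes to every gene, so in these 13 comparisons the direction of the ABI3 change depends on the scaling. ABI3 stayed lower under every setting, though not always called, in abi3-12 at 22 DAP, at 24 DAP and in dry seed (-0.80 to -0.61). The same held for abi3-6 at 18 and 20 DAP and for dry abi3-12 aba2-1. Leaving out 1 library reversed ABI3 in the cyp707a2 line at 20 DAP (-0.03 to 0.14) and 24 DAP (-0.02 to 0.17), and ABA2 in dog1-4 aba2-1 (-0.08 to 0.14), all changes near 0.

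Among the other values of the 4 targeted genes (49 comparisons), DESeq2 weakened 4 and strengthened 1, RLE factors weakened 5 and strengthened 1, library totals weakened 3 and strengthened 5, no filter weakened 3, the groups alone weakened 3 and strengthened 1, leaving out a library weakened 10 of 279 fits, in 4 comparisons of ABI3, and strengthened 1, and the replicate block changed none. Of 35 values of named genes, 2 lost their call when 1 library was left out (AT2G07777 without dry abi3-12 replicate 2, CRR1 without dry wild-type replicate 1) and 1 in the groups alone (CRR1), and the other alternatives changed none. Depth limits ABA2, at 17 to 24 counts per dry wild-type and aba2-1 library, and the genes at the floor, whose folds are bounds.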

Other observations

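Every test in this part was chosen only after its pattern had been seen, so each explanation is a hypothesis on the same data. The readings of the L2-1 likeness and of the correlation in the cyp707a2 line were changed more than once after their values were known. The first counted as explained by shared controls, then as open, and was then held to the direction that shared controls would give. It now rests on the arrangements with no wild-type library in common. The second counted for a time as open to shared libraries.

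In L2-1, 13 of the 61 genes called higher lie in 19 consecutive tested genes from AT2G46420 to AT2G46610. In 10000 shuffles of gene order at most 5 fell in a window of 41 genes (p 1e-04, the smallest the shuffles can give), which argues against chance clustering. The 13 had a median log2 fold change of 1.04 (0.80 to 1.32), against 0.57 for the 48 called higher elsewhere, and 0 of the 40 flanking genes were called higher (3 at an unadjusted p under 0.05; median 0.02). With offsets for GC content and length 14 of the stretch were called, and 2 of the 13 share over 20% of their 31-base sequences with other genes, which argues against both sources. An extra copy of the stretch in L2-1 may explain a median near 1, but the 6 genes of the stretch not called had a median of 0.34. Only 2 of them are above 5 CPM in L2-1, and they decide little: CNGC12 changed by 0.67 (SE 0.331), and AT2G46550 by -0.09 (SE 0.496; 98.8 ± 68.5 CPM against 105 ± 2.74 CPM, n = 3 each). Genes of the stretch are also raised in other lines, with 11 of the 19 genes called higher in abi3-6 (median 0.85), 12 in abi3-12 dog1-4 (0.67) and 11 in abi3-12 dog1-4 aba2-1 (0.28). In the other 6 lines 2 to 8 were called and the medians ran from -0.16 to 0.23. In abi3-6, abi3-12 dog1-4 and abi3-12 dog1-4 aba2-1, 9042, 8512 and 8637 of all 20912 tested genes were called higher. The number called in the stretch therefore says little about the region in these lines. Their medians over all tested genes were 0.167, 0.134 and 0.153. An extra copy and a regional change of expression cannot be told apart. The stretch is not at DOG1, and sequence variants of the line were not analysed here.

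In groups of 3 libraries there were 251 cases, in 89 genes, where 1 library fell under 5% of the middle one although that was over 10 CPM and over 50% of the highest. CPM of these cases was scaled by library totals alone, without TMM factors. Counts simulated at each library's depth gave 52 on average and at most 56 in 5 tables, which argues against counting noise as the whole cause. The genes concerned share over 20% of their 31-base sequences with another gene more often (34.8% against 8.54% of genes above 10 CPM; Fisher's exact p 3.5e-12, odds ratio 5.86), so reads shared between similar genes are a candidate source for the 95 cases in those 31 genes. For the 134 cases in 51 genes that share under 5% this source is argued against, and no other was tested for them alone. Similar sequence without an exact match of 31 bases was not measured. Of all 251 cases, 154 (61.4%) were in libraries below the median total. EMB1586 is among the 51 genes (0% shared). Scaled by library totals alone, 7 libraries had at most 0.604 CPM and all others at least 22 CPM (median 60.8). Of the 7, 5 are among the 48 libraries with dog1-4, including all 3 of dry dog1-4. Of the genes called in dry dog1-4 13 of 6405 are genes with such a case, and 43 of 16258 in abi3-6.

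Changes of other dry lines against wild type resembled those of abi3-6 across genes, which are not independent replicates. Simulated unchanged groups that share their wild-type libraries had an r of 0.50 on average (at least 0.486 and at most 0.523 in 20 runs). Those runs hold no changed genes, unlike abi3-6, so they set no scale for the pooled r of 0.521 for abi3-12 and aba2-1. With no wild-type library in common, averaged over 6 arrangements, the r was 0.496 for abi3-12, 0.579 for dog1-4, 0.480 for aba2-1, 0.693 for dog1-4 aba2-1, 0.697 for abi3-12 dog1-4 cyp707a2, 0.792 for abi3-12 aba2-1, 0.893 for abi3-12 dog1-4 and 0.919 for abi3-12 dog1-4 aba2-1. Shared controls as the whole source are argued against for these 8 lines. For L2-1 the r was -0.184 (-0.246 to -0.096), and 40 of the 191 genes called in both lines went the same way. With the wild-type libraries shared, the pooled r for L2-1 was -0.188, close to the value without sharing. Shared controls are therefore argued against for L2-1 too. Its r was 0 with fitted changes, and chance variation between the libraries was not tested. At 22 DAP, with abi3-6 from batch A and the others from batch B, the r was 0.810 for abi3-12 dog1-4, 0.519 for the cyp707a2 line, 0.428 for abi3-12 and 0.280 for dog1-4. At 20 DAP it was 0.647, 0.550, 0.308 and 0.230 in this order, and at 18 DAP 0.653, 0.605 and 0.487 for the first 3, so abi3-12 dog1-4 led the cyp707a2 line by less at these stages. In dry seed 15874 genes differed between abi3-12 and abi3-6 (9942 at least 2-fold), 15531 between dog1-4 and abi3-6 (9505), 9807 between abi3-12 dog1-4 and abi3-6 (3725) and 7915 between abi3-12 dog1-4 aba2-1 and abi3-6 (2779). By these counts abi3-12 dog1-4 lay nearer to abi3-6 than either single mutant but was not equal to it, and the cause was not tested.

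In dry seed the change from abi3-12 dog1-4 to the cyp707a2 line ran opposite to the change from abi3-12 to abi3-12 dog1-4, with an r of -0.906 and a slope of -0.721 across genes. Replicate 1 of abi3-12 dog1-4 served the first change and replicates 2 and 3 the second; the other 2 ways to divide them gave an r of -0.902 and -0.908. With no library in common this argues against shared libraries as the source. A negative r would also arise for any line less changed than abi3-12 dog1-4, so the sign alone is no evidence for CYP707A2. DOG1 was at most 1.14 CPM in the dry cyp707a2 line, against at least 20.8 CPM in abi3-12, which argues against abi3-12 libraries under its name. Loss of CYP707A2 may offset part of the loss of DOG1, but with 1 line a slope of -0.721 from that mutation cannot be told apart from other differences in the line's background.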
